A study of Homo sapiens with 12 samples. Its data were reported in "Krüppel-Like Factor 6 Induces RNA Polymerase II Subunit RPB1 to Promote Kidney Injury" (2025).

How the data were processed

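Bulk RNA sequencing was examined in HK-2 cells, an established human kidney proximal tubule line. The cells carried 10 nM of scrambled short interfering RNA (SCR) or of an RNA against POLR2A (siB), and were given vehicle (DMSO) or 25 µM aristolochic acid I (AAI), a plant toxin, for 24 hours. There were 4 groups of 3 replicates, 12 libraries in all. Group and replicate were taken from the sample titles, because a treatment field of the labels read DMSO for every sample, those titled AAI included.

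Per the study's methods, the authors aligned paired-end reads to the human genome hg38 and counted them per gene with a UCSC hg38 annotation on the BioJupies platform. The aligner and whether the counting used strand were not stated. The authors deposited a table of 35238 genes in log10 units, log10 of counts-per-million (CPM) plus 1. In every library, 10 raised to the deposited value, minus 1, summed to 1000000 and took only whole multiples of a fixed step, the value of 1 read, so CPM and whole reads were recovered for each gene. The table showed no further scaling between libraries and no filter, since 7627 genes were at 0 in all 12 libraries. The names of 28 genes had been turned into dates, and these genes were tested but are not named here.

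The recovered depth ran from 15844015 reads (siB AAI replicate 1) to 42805294 reads (SCR DMSO replicate 2). The limit that 0 reads allow, 3 reads of the total, ran from 0.0701 CPM in SCR DMSO replicate 2 to 0.189 CPM in siB AAI replicate 1. Such limits cover counting error only, since reads copied by PCR are not independent molecules. No 2 replicates were copies of one library: between replicates of a group, chi-square per degree of freedom of the reads per gene was at least 4.38.

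Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) on log2 of CPM plus a pseudocount of 1. Each pair of groups was fitted alone, on genes with a CPM of at least 1 in at least 3 of the libraries fitted, and every adjusted p given for a gene comes from limma with the Benjamini-Hochberg correction over the genes tested. A gene was called raised or lowered at an adjusted p under 0.05 and a change of at least 2-fold (1 on the log2 scale). The interaction of siRNA and AAI was fitted over all 4 groups and called at the same adjusted p with no fold limit. Standard errors (SE) are limma's moderated ones. Because the values were a log scale of CPM, count models were not used for the main results, and voom in limma on the recovered reads served as an alternative.

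Gene spans came from GENCODE release 44 on hg38, matched by symbol, with 1131 genes matched through an older symbol. Of 14465 genes with a mean CPM of at least 1, 13890 (96.0%) had a span. Genes were short under 30 kb, medium from 30 to 100 kb and long over 100 kb, the classes used in the study. The short share of raised genes was set against that of lowered genes with a 2-sided Fisher's exact test. Per library, the mean log2(CPM + 1) of long genes minus that of short genes was compared by 2-sided exact permutation of the labels. Coordinates are 1-based on hg38.

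There were 9 gene lists, tested with camera in limma (preset correlation of 0.01), with Benjamini-Hochberg correction over the 9 lists of a comparison, and again with fry. They were the study genes, cell junction, p53 target, S phase, G2/M, RNA polymerase II subunits, interferon response, aryl hydrocarbon receptor targets and proximal tubule. The cell junction genes had been chosen by the study on these same samples.

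The named genes were the study genes, the cell junction genes and, per comparison, up to 3 genes each way with the largest log2 fold change among called genes with a mean CPM of at least 5 over the libraries compared and no overlap between the groups. The result for 1 gene picked by this rule is not reported here. The groups, comparisons, tests, gene lists, named genes rule and most alternatives were chosen before the data were examined. Alternatives chosen after seeing the data were CPM without AC010970.2, spans from RefSeq, short shares without genes under a mean CPM of 1 in DMSO libraries, GC content and transcript length removed across genes, the repeats of the alternatives for single genes, and the repeats described next. With a library left out, the filter still asked for 3 libraries, so genes near 0 in the other group were no longer tested when a group was down to 2. Every such fit was therefore repeated over the genes tested with all libraries (unfiltered repeat). The other alternatives were a pseudocount of 0.1, no filter, a mean CPM of at least 5, median-ratio size factors, all 4 groups in the fit, a replicate block, voom, no trend, no fold limit, other span limits, matching on expression, protein-coding genes alone, and leaving out each library in turn.

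Replicate numbers were checked for pairing by correlating, across 15325 genes, the deviations of same-numbered libraries from their group means. For replicates 1, 2 and 3, the correlations were 0.422, 0.473 and 0.338 between SCR AAI and SCR DMSO and 0.614, 0.318 and 0.292 between siB AAI and SCR AAI, so the numbers were taken to pair those libraries. The rest of this check is given with the alternatives.

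The scripts were tested on simulated reads drawn from the real means and library sizes. Of 200 genes changed 4-fold among 13545 tested, 100% were called with the right sign, and 0 unchanged genes were called. With no gene changed, 0 of 13583 were called. A planted length difference of 100 points and a planted list (camera p 1.1e-94) were recovered. Changes were planted only in genes with a mean of at least 5 CPM in SCR DMSO. The spread between simulated libraries was a set dispersion of 0.05, with no replicate effect and no outlying library. These tests thus checked the scripts, and do not give the power or the rate of false calls in the real data. Tables and figures were made in Python 3.11 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Other assays of the study, such as single nucleus sequencing, were not used here.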

Results

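The data were 12 bulk RNA sequencing libraries from HK-2 cells, with 3 libraries each from SCR cells in DMSO, SCR cells in AAI, siB cells in DMSO and siB cells in AAI. Depth ran from 15844015 to 42805294 reads per library. The first principal component held 58.6% of the variance and separated AAI libraries (29.7 to 71.9) from DMSO libraries (-71.6 to -36.3). The second held 18.3%, and along it SCR DMSO replicate 2 lay at -62.2, against 57.8 and 20.03 for replicates 1 and 3 of its group. The transcript AC010970.2, chosen after its values were seen and without a position in the annotation, varied between libraries of a group more than between groups. Its level was 20342 ± 28341 CPM (SD, n = 3) in SCR DMSO and 42718 ± 54624 CPM in SCR AAI, and 31432 ± 13932 CPM in siB DMSO and 33553 ± 28287 CPM in siB AAI.

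The target of the knockdown, POLR2A (chromosome 17, 7484366 to 7514616, plus strand), encodes RPB1, the largest subunit of RNA polymerase II. In SCR cells its level was 284 ± 24.2 CPM (SD, n = 3) with DMSO and 707 ± 30.1 CPM with AAI. In siB cells it was 140 ± 2.61 CPM with DMSO and 232 ± 29.5 CPM with AAI. POLR2A did not overlap between groups in any comparison. With AAI it rose by 1.32 (log2, SE 0.19, adjusted p 0.00321) in SCR cells and by 0.72 (SE 0.11, adjusted p 6.0e-04) in siB cells, the latter under the fold limit. The rise in SCR cells was 1.30 and 1.29 without SCR AAI replicates 2 and 3, with adjusted p of 0.0531 and 0.0639, and of 0.0202 and 0.0255 in the unfiltered repeats (range over 18 alternatives 2.0e-05 to 0.0639). Knockdown changed it by -1.61 (SE 0.15, adjusted p 5.8e-04) in AAI-treated cells. In DMSO-treated cells the change of -1.01 (SE 0.13) had an adjusted p of 0.505, and of 0.0271 in the fit over all 4 groups (range over 18 alternatives 0.0271 to 1.0). The interaction of siRNA and AAI for POLR2A was -0.59 (SE 0.19, adjusted p 0.157).

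**Figure D1:**
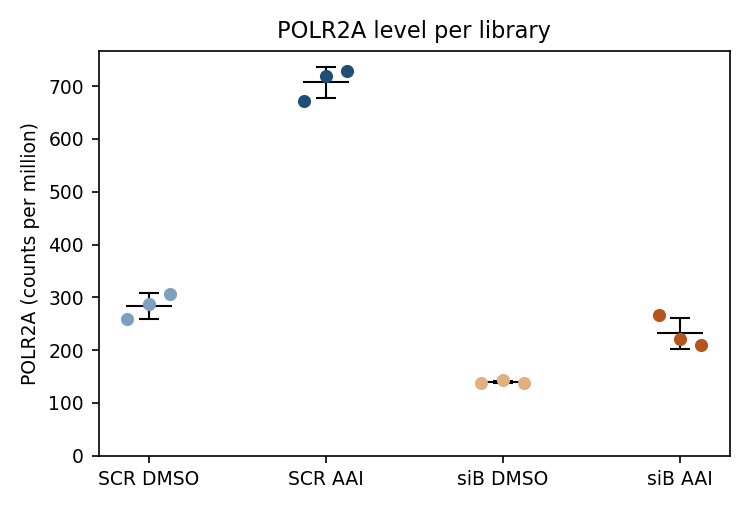
POLR2A level in CPM (vertical axis) for each library (points) by group (horizontal axis), with the group mean and SD as bars, n = 3 per group. The SCR AAI libraries lay between 673 and 729 CPM, above all other libraries.

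The response to injury was given by AAI against DMSO in SCR cells. Of 14228 genes tested, 1100 were raised and 389 were lowered (1378 and 539 in the fit with a replicate block). Leaving out a library moved these counts the most. Without SCR AAI replicates 1, 2 and 3 in turn there were 173, 175 and 158 raised and 34, 30 and 31 lowered genes, but in each case the filter left 458 of the 1100 raised genes untested. The unfiltered repeats gave 794, 787 and 757 raised and 163, 122 and 118 lowered genes. Without SCR DMSO replicates 2 and 3 there were 724 and 183 lowered genes, and 749 and 193 in the unfiltered repeats. The median change over all tested genes was 0.18, and rescaling by median-ratio size factors moved it by 0.19. Raised genes made up 73.9% of called genes as deposited and 57.0% after that rescaling. The raised genes with the largest change were CILP2 (6.06, SE 0.25, adjusted p 3.2e-05), ALPK3 (5.97, SE 0.27, adjusted p 4.9e-05) and GP5 (5.87, SE 0.23, adjusted p 3.2e-05). CILP2 (chromosome 19, 19538248 to 19546659) went from 0.729 ± 0.146 to 115 ± 17.0 CPM, and ALPK3 (chromosome 15, 84817356 to 84873479) from 0.118 ± 0.101 to 70.5 ± 17.9 CPM. GP5 (chromosome 3, 194394821 to 194399266) reached 58.7 ± 5.97 CPM, at least 552-fold higher than the limit of detection, at or under which all SCR DMSO libraries lay. Each of these 3 genes lay downstream of an expressed gene on the same strand. CILP2 began 9194 bp past the end of NDUFA13, ALPK3 10911 bp past ZNF592 and GP5 3406 bp past ATP13A3. The lowered genes with the largest change were TRPT1 (-2.70, SE 0.26, adjusted p 5.7e-04), ANK2 (-2.67, SE 0.46, adjusted p 0.00807) and TENM3 (-2.63, SE 0.36, adjusted p 0.00278). TRPT1 (chromosome 11, 64223799 to 64226254) fell from 11.4 ± 2.89 to 0.895 ± 0.346 CPM, ANK2 (chromosome 4, 112818032 to 113384221) from 15.8 ± 6.90 to 1.67 ± 1.15 CPM and TENM3 (chromosome 4, 182143987 to 182803024) from 26.6 ± 4.42 to 3.72 ± 2.16 CPM. These 3 genes overlap 2, 8 and 8 other annotated genes, so their counts are uncertain where the counting ignored strand. With any SCR AAI library left out ANK2 was not called, with adjusted p of 0.0687, 0.0706 and 0.0517 without replicates 1, 2 and 3, but it passed 0.05 in the unfiltered repeats, with 0.0320, 0.0324 and 0.0211 (range over 18 alternatives 1.9e-04 to 0.0706).

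The same comparison in siB cells addressed how knockdown cells responded to AAI. Of 14928 genes tested, 2080 were raised and 864 lowered, with a median change of 0.10 that the rescaling moved by 0.11. Without siB AAI replicates 1, 2 and 3 in turn there were 965, 1185 and 1210 raised genes, the filter leaving 977 of the 2080 untested, and 1887, 2179 and 2229 in the unfiltered repeats. CHD5 (chromosome 1, 6101787 to 6180321) had the largest rise, 6.76 (SE 0.19, adjusted p 1.8e-07), to 122 ± 28.9 CPM, at least 848-fold higher than the limit of detection. CHD5 began 4699 bp past the end of RPL22 on the same strand and overlaps 1 other annotated gene. ALPK3 (6.10, SE 0.20, adjusted p 2.0e-07) and CILP2 (5.71, SE 0.18, adjusted p 1.8e-07) followed. The largest falls were in TRPT1 (-2.82, SE 0.17, adjusted p 3.5e-06), AC007325.2 (-2.63, SE 0.20, adjusted p 1.2e-05) and ZNF618 (-2.62, SE 0.21, adjusted p 1.5e-05). AC007325.2, without a position in the annotation, fell from 27.1 ± 1.54 to 3.65 ± 1.30 CPM. ZNF618 (chromosome 9, 113876282 to 114056593) fell from 24.7 ± 0.270 to 3.29 ± 1.22 CPM.

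The effect of the knockdown in injured cells was given by siB against SCR in AAI-treated cells. Of 14946 genes tested, 454 were raised and 94 were lowered. Without SCR AAI replicate 3 there were 144 raised and 44 lowered genes, and without SCR AAI replicate 1 there were 162 lowered genes. Without siB AAI replicates 1, 2 and 3 in turn there were 179, 241 and 257 raised genes, the filter leaving 167 of the 454 untested, and 325, 465 and 480 in the unfiltered repeats. LEFTY2 (2.69, SE 0.29, adjusted p 5.8e-04) and GRAMD2 (2.51, SE 0.31, adjusted p 0.00130) were among the genes that rose the most. LEFTY2 (chromosome 1, 225936598 to 225941383) went from 0.608 ± 0.388 to 9.67 ± 4.12 CPM and GRAMD2 (now GRAMD2A, chromosome 15, 72159806 to 72197787) from 3.04 ± 1.34 to 22.9 ± 11.1 CPM. LEFTY2 overlaps 1 other annotated gene, and GRAMD2 began 1242 bp past the end of PKM, which had a mean level of 3400 CPM. POLR2A fell the most, followed by ANKRD1 (-1.49, SE 0.23, adjusted p 0.00375) and KAT5 (-1.49, SE 0.25, adjusted p 0.00512). ANKRD1 (chromosome 10, 90912096 to 90921087) went from 48.3 ± 12.1 to 16.6 ± 4.60 CPM, and KAT5 (chromosome 11, 65711996 to 65719604), which overlaps 1 other annotated gene, from 24.4 ± 7.18 to 7.98 ± 2.04 CPM. Without SCR AAI replicate 3, KAT5 had an adjusted p of 0.0563 (range over 18 alternatives 3.3e-16 to 0.0565).

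Without injury, siB against SCR in DMSO-treated cells gave 0 raised and 0 lowered genes of 13606 tested, with a lowest adjusted p of 0.257. POLR2A, the target of the knockdown, was itself not called here (-1.01, adjusted p 0.505), though its libraries did not overlap between the groups. The lack of calls therefore does not show that the knockdown had no effect in DMSO. At an unadjusted p under 0.05 there were 644 genes, 479 higher and 165 lower, no more in all than chance alone would give. The fit over all 4 groups called 5 raised genes and 1 lowered gene.

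Genes that the study had followed as marks of injury were looked up in the same fits. In HK-2 cells the study measured IL6, CTGF and CDKN1A RNA at a later time than these libraries, and vimentin as stained protein area. The values below are RNA at 24 hours and do not repeat those measurements. KLF6 stood at 183 ± 21.6 CPM in SCR DMSO, 174 ± 55.6 CPM in SCR AAI, 167 ± 24.6 CPM in siB DMSO and 107 ± 25.5 CPM in siB AAI. IL6, a cytokine, stood at 13.3 ± 9.46, 32.1 ± 25.2, 15.7 ± 1.73 and 15.8 ± 11.3 CPM in the same order. CTGF (now CCN2) stood at 174 ± 44.6, 146 ± 23.5, 179 ± 6.70 and 123 ± 20.52 CPM. VIM, which encodes vimentin, stood at 1759 ± 810, 1005 ± 77.0, 1211 ± 75.1 and 701 ± 82.3 CPM. CDKN1A, which encodes p21, stood at 181 ± 10.97, 289 ± 22.6, 288 ± 26.8 and 288 ± 24.2 CPM. None of these 5 genes was called in SCR cells with AAI, where the adjusted p were 0.822 for KLF6, 0.611 for IL6, 0.606 for CTGF, 0.194 for VIM and 0.0535 for CDKN1A. VIM changed by -0.72 there, with an adjusted p of 0.0476 in the fit over all 4 groups (range over 18 alternatives 0.0476 to 0.412). Without SCR DMSO replicate 2 the change of VIM was -0.36. IL6 changed by 0.92, and by 0.11 to 2.09 over 18 alternatives, with adjusted p from 0.0651 (replicate block) to 0.949. CDKN1A rose by 0.67 (SE 0.19) in SCR cells, without overlap between groups, with an adjusted p of 0.0413 in the fit with a replicate block and 0.0452 without SCR DMSO replicate 2 (range over 18 alternatives 0.00301 to 0.263). Its change in siB cells was 0.00 (SE 0.11, adjusted p 0.991), and the interaction was -0.67 (SE 0.19, adjusted p 0.112). In DMSO, CDKN1A lay 0.67 higher in siB than in SCR cells (SE 0.14, adjusted p 0.935), without overlap between groups. Under AAI the difference between siB and SCR cells was -0.01. The flat change in siB cells thus went with a higher level in DMSO, not with a lower level under AAI. In siB cells with AAI, KLF6 (-0.65, adjusted p 0.0132), CTGF (-0.55, adjusted p 0.00561) and VIM (-0.79, adjusted p 3.7e-04) fell by less than the fold limit.

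Between siB and SCR cells under AAI, KLF6 differed by -0.67 (SE 0.24, adjusted p 0.106), IL6 by -0.74 (SE 0.85, adjusted p 0.628) and VIM by -0.52 (SE 0.16, adjusted p 0.0623). With a replicate block the adjusted p were 5.9e-05 for KLF6 (range over 18 alternatives 5.9e-05 to 0.352), 1.3e-04 for IL6 (1.3e-04 to 0.963) and 0.00192 for VIM (0.00192 to 0.248). The block leaves the changes themselves as they are, under the fold limit. Without SCR AAI replicate 1 the change was -0.94 for KLF6 (adjusted p 0.00264), -1.91 for IL6 (0.00472) and -0.54 for VIM (0.0450), and without siB AAI replicate 1 it was 0.14 for IL6 (0.940). CTGF (-0.24, adjusted p 0.437) and CDKN1A (-0.01, adjusted p 0.985) did not differ. As a list, the 6 study genes lay lower in 6 of 6 genes in siB AAI than in SCR AAI libraries. Their median was -0.60 (adjusted p 0.0120 with camera and 0.0218 with fry). POLR2A, the target of the knockdown, was among them, so its fall was built in. The list was not tested without POLR2A, and these p-values are no evidence of a fall in the other genes.

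The study asked whether injury moved transcription from long toward short genes. Among raised genes with a known span in SCR cells with AAI, 69.3% (676 of 975) were short, against 48.1% (182 of 378) of lowered genes and 47.9% of the 13668 genes tested. The difference of 21.2 points had a Fisher's exact p of 8.3e-13 (2.5e-12 adjusted over the 3 comparisons tested), with genes that are not independent replicates. Medium or long genes made up 51.9% of lowered genes and 52.1% of tested genes. Long genes alone made up 6.26% of raised, 38.9% of lowered and 19.2% of tested genes. Leaving out SCR DMSO replicate 2 moved the difference the most, to 42.0 points. It was 4.96 points (Fisher's exact p 0.537) without SCR AAI replicate 1, with 173 raised and 34 lowered genes, and 6.46 points (Fisher's exact p 0.508) without SCR AAI replicate 2, with 175 and 30. In the unfiltered repeats these were 15.998 points (Fisher's exact p 1.4e-04) and 19.7 points (Fisher's exact p 3.3e-05), so the filter accounted for most of the fall (range of p over 21 alternatives 1.4e-72 to 0.537). In siB cells with AAI, 56.3% of raised and 56.4% of lowered genes were short, a difference of -0.10 points (Fisher's exact p 0.967, adjusted 0.967). Long genes made up 13.4% of raised and 27.3% of lowered genes there. The difference in siB cells depended on the filter, and was -13.3 points among genes with a mean CPM of at least 5 (Fisher's exact p 2.5e-07, range over 21 alternatives 1.8e-08 to 1.0). Single libraries moved it between -11.6 points without siB DMSO replicate 1 and 4.01 points without siB DMSO replicate 3, and to 5.18 points (Fisher's exact p 0.0138) in the unfiltered repeat of the latter. Without siB AAI replicates 1, 2 and 3 it was -9.25, -8.91 and -9.49 points, and -0.44, -0.30 and -0.0064 points in the unfiltered repeats. Whether the difference in SCR cells exceeded that in siB cells was not tested. Between siB and SCR cells under AAI, 50.97% of raised and 75.8% of lowered genes were short, a difference of -24.9 points (Fisher's exact p 1.3e-05, adjusted 2.0e-05). No share could be formed for siB against SCR in DMSO, where 0 genes were called.

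**Figure D2:**
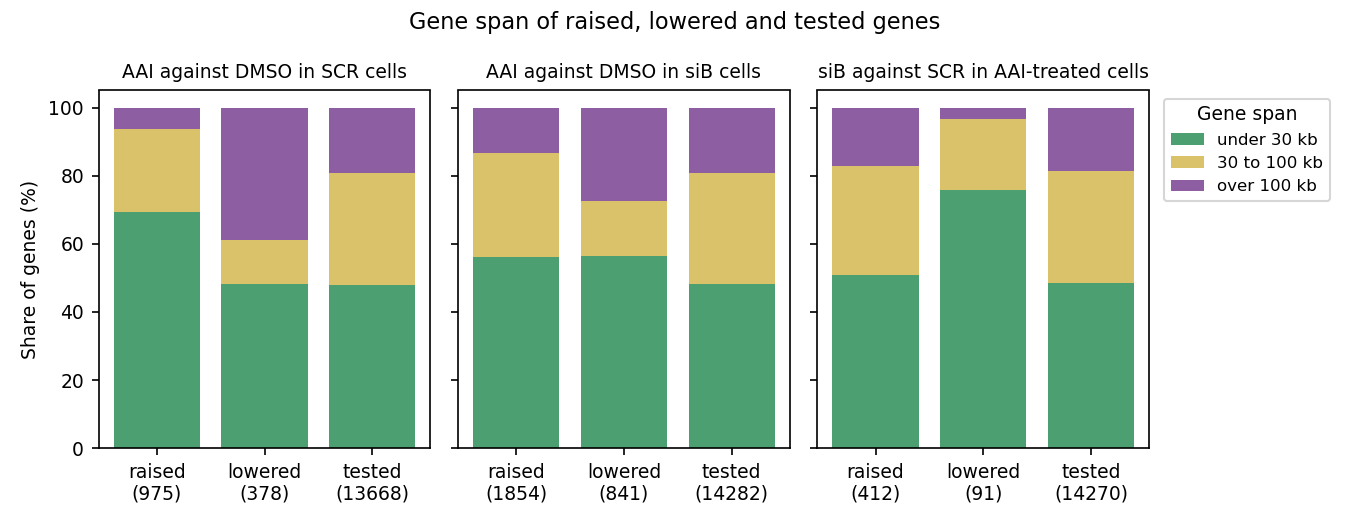
Share of genes in percent (vertical axis) under 30 kb, from 30 to 100 kb and over 100 kb among raised, lowered and tested genes of each comparison (bars, with the number of genes in brackets). In SCR cells, genes over 100 kb made up 6.26% of raised and 38.9% of lowered genes.

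With libraries rather than genes as replicates, the level of 2669 long genes minus that of 6655 short genes was 0.12 ± 0.50 (log2, SD, n = 3) in SCR DMSO and -0.27 ± 0.18 in SCR AAI. In siB cells it was 0.06 ± 0.19 with DMSO and -0.07 ± 0.06 with AAI. AAI against DMSO, permuted within each siRNA, gave -0.26 (exact permutation p 0.17 over 400 arrangements, smallest possible 0.005). By itself, the difference in SCR cells was -0.39 (exact permutation p 0.4) and that in siB cells -0.14 (exact permutation p 0.4). The siB AAI libraries lay 0.20 above the SCR AAI libraries (exact permutation p 0.3 over 20 arrangements, smallest possible 0.1). Adjusted over these 4 tests, every p was 0.4. SCR DMSO replicate 2 stood at -0.44, against 0.49 and 0.32 for replicates 1 and 3. Without it the effect of AAI was -0.40 (exact permutation p 0.02). With GC content and transcript length removed across genes, chosen after seeing the data, the effect in all 12 libraries was -0.28 (exact permutation p 0.005, the smallest possible). The range of p over 19 alternatives was 0.005 to 0.54.

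**Figure D3:**
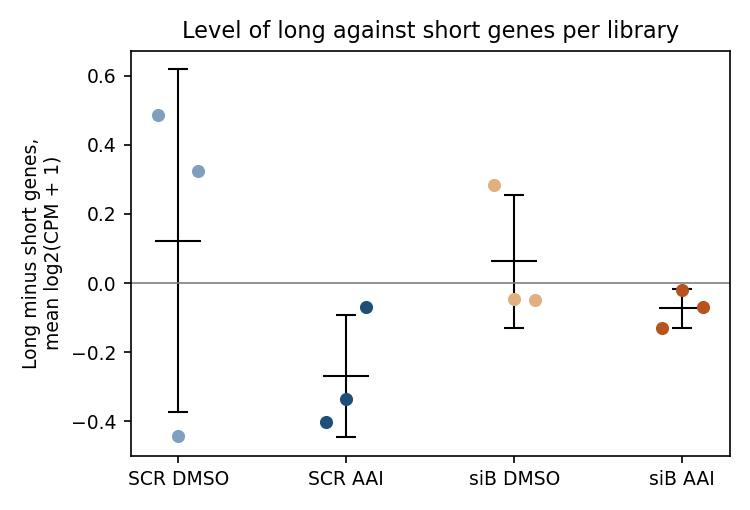
Mean log2(CPM + 1) of genes over 100 kb minus that of genes under 30 kb (vertical axis) for each library (points) by group (horizontal axis), with the group mean and SD as bars, n = 3 per group. The SCR DMSO libraries spread from -0.44 to 0.49.

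Cell junction genes, picked by the study from these samples, were used to follow loss of cell structure. In SCR cells with AAI, 18 of 18 were lower (median -1.29, camera adjusted p 2.1e-14, fry adjusted p 0.00633). Of these, 12 were called lowered over all genes tested and 14 when adjusted over the list alone, which is not independent evidence because of how the list was chosen. In siB cells 18 of 18 were also lower (median -0.86, camera adjusted p 2.0e-07, fry adjusted p 2.5e-04) and 8 were called, also 8 when adjusted over the list alone. Between siB and SCR cells under AAI, 18 of 18 were higher as deposited and under median-ratio scaling, and 17 with CPM recomputed without AC010970.2. The median was 0.29 (camera adjusted p 0.00218, fry adjusted p 0.0298) and 0 were called, over all genes or adjusted over the list alone. The study picked these genes on these libraries, and both changes used the SCR AAI libraries, so part of this rise is built in. How large that part is was not tested, and the p-values of this list are no evidence of a recovery with the knockdown. Log2 changes of single genes ranged from -2.67 (ANK2) to -0.60 (PTPRA) with AAI in SCR cells and from 0.01 (VMP1) to 0.86 (BCAS3) with the knockdown under AAI. In DMSO the knockdown gave a median of 0.00 (camera adjusted p 0.315, fry adjusted p 0.947), with 9 of 18 higher, and -0.08 under median-ratio scaling.

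**Figure D4:**
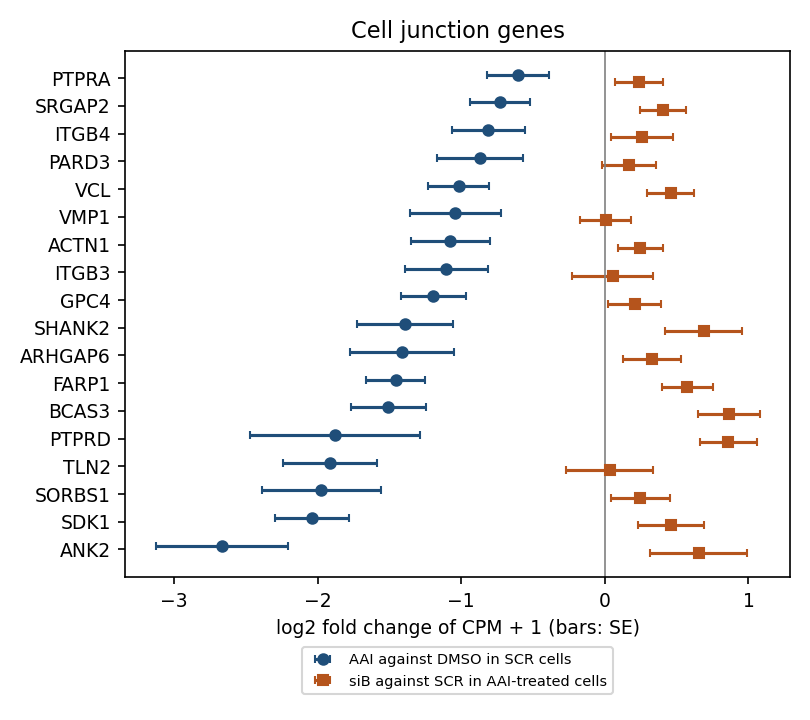
Log2 fold change (horizontal axis, bars are SE) of each cell junction gene (vertical axis) for AAI against DMSO in SCR cells (circles) and siB against SCR in AAI-treated cells (squares), n = 3 libraries per group. All 18 circles lie below 0, and the squares lie between 0.01 and 0.86.

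The remaining lists addressed damage signalling, the cell cycle and cell identity. The p53 target genes had a median change of 0.25 in SCR cells with AAI (17 of 24 higher, camera adjusted p 0.996), 0.03 in siB cells with AAI (0.314) and 0.00 between siB and SCR cells under AAI (0.699), the last 2 changing sign with scaling. Between siB and SCR cells in DMSO their median was 0.21 (17 of 24 higher, camera adjusted p 0.0150, fry adjusted p 0.0880). S phase genes had medians of 0.49 with AAI in SCR cells (33 of 41 higher, camera adjusted p 0.320), 0.26 with AAI in siB cells (0.754), -0.15 between siB and SCR cells under AAI (30 of 41 lower, 0.0120) and 0.12 in DMSO (0.593). G2/M genes had medians of -0.12 with AAI in SCR cells (29 of 52 lower, camera adjusted p 0.00258), -0.28 with AAI in siB cells (39 of 52 lower, 4.8e-04), -0.20 between siB and SCR cells under AAI (40 of 52 lower, 0.00218) and -0.09 in DMSO (32 of 52 lower, 0.00232). Of these G2/M and S phase results under camera, that of G2/M genes with AAI in siB cells held under fry (adjusted p 0.0299). For the others fry gave 0.460 (G2/M, SCR cells with AAI), 0.428 (G2/M and S phase, siB against SCR under AAI) and 0.947 (G2/M, DMSO). The median of G2/M genes with AAI in SCR cells rested on single libraries, and was 0.10 without SCR DMSO replicate 1, 0.01 without SCR DMSO replicate 3 and 0.05 without SCR AAI replicate 2. That of S phase genes was 0.69 without SCR AAI replicate 2 (camera adjusted p 0.0187, and 0.0666 in the unfiltered repeat, range over 17 alternatives 0.0187 to 0.586). Between siB and SCR cells under AAI, leaving out SCR AAI replicate 1 gave a camera adjusted p of 0.211 for S phase and for G2/M genes (ranges over 17 alternatives 4.8e-05 to 0.428 and 1.4e-06 to 0.428). For the other lists, medians and camera adjusted p follow in the order AAI in SCR cells, AAI in siB cells, siB against SCR under AAI and siB against SCR in DMSO. RNA polymerase II subunits gave 0.23 (0.996), 0.03 (0.754), -0.01 (0.655) and 0.08 (0.593), with the second and last changing sign under median-ratio scaling. Interferon response genes gave 0.09 (0.414), -0.28 (0.314), -0.12 (0.981) and 0.05 (0.593), with the first and last changing sign under that scaling. Aryl hydrocarbon receptor targets gave 0.37 (0.419), -0.51 (0.754), -0.21 (0.981) and 0.27 (0.315). Proximal tubule genes, of which 3 to 6 of 12 passed the filter, gave 0.53 (0.414), 1.34 (0.314), 0.51 (0.0633, and 0.0379 with the replicate block) and 0.34 (0.0781). Of the proximal tubule genes tested between siB and SCR cells under AAI, 5 of 6 were higher. Fry, unlike camera, passed 0.05 for proximal tubule genes with AAI in SCR cells (adjusted p 0.0173), with AAI in siB cells (0.00239) and between siB and SCR cells under AAI (0.0298), for RNA polymerase II subunits, POLR2A among them, in the last of these (0.0298), and for study genes (0.0299), p53 target genes (0.0472) and aryl hydrocarbon receptor targets (0.0299) with AAI in siB cells. The study genes gave 0.28 (0.996), -0.47 (0.314) and -0.03 (0.315) in the comparisons other than siB against SCR under AAI.

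To ask how far knockdown changed the response to AAI, the 1489 genes called in SCR cells were followed in siB cells. There, 871 were raised in both and 282 were lowered in both, with 0 in opposite directions. SCR cells alone had 229 raised and 107 lowered genes, and siB cells alone had 1209 and 582. Of 1463 SCR-called genes tested in siB cells, 1458 (99.7%) had the same sign, in fits that shared no library. The siB response was 102 ± 7.71% (SD over the siB AAI libraries, n = 3) of the SCR response over these genes, 105% for raised and 92.1% for lowered genes. Over genes called in siB cells instead, the ratio was 146%, the alternative that moved it most. Under AAI, 47.0 ± 8.08% of the SCR-called genes changed with the knockdown in the direction opposite to AAI, 42.5% of raised and 59.6% of lowered genes. Because both changes used the SCR AAI libraries, 100 simulations with no effect of the knockdown gave 62.7% on average and 64.9% at most. The simulations drew all libraries independently, whereas same-numbered SCR AAI and siB AAI libraries were taken to be paired. The simulated share may therefore not be the right reference for these libraries. Of the 20 arrangements of the AAI libraries, 14 gave a share as high. Without SCR AAI replicate 2 the share was 64.4%, the alternative that moved it most, and 48.1% in the unfiltered repeat. Among 1462 of these genes tested between siB and SCR cells under AAI, 15 were called in the direction opposite to AAI and 85 in the same direction. The interaction of siRNA and AAI, tested over 15325 genes, was called for 247, of which 223 were higher and 24 lower. Counts for the interaction ranged from 0 among genes with a mean CPM of at least 5 to 1010 without SCR DMSO replicate 2. Without siB AAI replicates 1, 2 and 3 they were 8, 15 and 8, and 179, 203 and 212 in the unfiltered repeats.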

Values the study reported

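In mouse kidneys examined by single nucleus sequencing, the study reported that approximately 60% of genes upregulated in the InjuredPT-A cluster were short and that approximately 85% of its downregulated genes were medium or long. In human kidney nuclei of the degenerative proximal tubule cluster, the corresponding shares were approximately 83% and approximately 86%. These shares belong to other samples than the HK-2 libraries analysed here. Of HK-2 cells given AAI, the study's text stated without shares that raised genes in SCR cells were for the most part short and lowered genes medium or long, and that both sets had like lengths after knockdown.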

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

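Of the tests in this part, the one on weakly expressed genes was chosen only after the result was seen. The response to AAI differed between siB and SCR cells for 247 genes by the test of the difference itself, the interaction of siRNA and AAI in limma at an adjusted p under 0.05. The effect of AAI was higher in siB cells for 223 of them. Named genes among them were CHD5, with a log2 difference of 1.57 (SE 0.32, adjusted p 0.0314), LEFTY2 with 2.76 (SE 0.36, adjusted p 0.00428) and GRAMD2 with 2.42 (SE 0.44, adjusted p 0.0184). In each of these 3 genes the siB AAI libraries lay above all SCR AAI libraries.

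Depth did not account for the genes, since 197 genes were called when every library was thinned to the lowest total. Of 200 splits of the libraries that kept AAI and DMSO apart, 100 were drawn, and 8 gave as many genes, the real split included. All 8 were among the 15 that left the siB AAI and SCR AAI libraries unmixed. Such splits regroup DMSO libraries alone and keep the difference under AAI, so they do not test it, and the highest count among them was 2431. The 85 splits that mixed the AAI libraries gave at most 10 genes. The count thus went with the difference between the AAI libraries, and its size varied with the grouping of the DMSO libraries. Weak expression mattered too: 203 of the 247 genes had a mean CPM under 5, 0 genes were called among those with a mean CPM of at least 5, CHD5 and GRAMD2 included, and voom called 0. The pseudocount and the variance trend at low levels therefore remain a candidate explanation for the count. Among the 247 genes, 148 (59.9%) were protein-coding genes under 0.5 CPM on average in DMSO libraries, against 5.29% of tested genes. A difference between siB and SCR cells in the response to AAI stays open. Within AAI libraries alone, CHD5 (log2 difference 1.45, adjusted p 0.00323) was also called, as were LEFTY2 and GRAMD2.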

How the results depend on the processing

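Single genes kept their direction and their side of the threshold in 437 of their alternatives over 27 results. In the others, 16 were stronger, 5 were weaker and 10 reversed. The cell junction lists kept their direction and threshold in all 17 alternatives each, with medians from -1.48 to -1.18 for AAI in SCR cells and from 0.26 to 0.35 for siB against SCR under AAI, alternatives that all share the libraries the genes were picked on. The short share between siB and SCR cells under AAI also kept both in 21 alternatives (-45.2 to -19.3 points), as did POLR2A with AAI in siB cells (0.61 to 0.79) and with knockdown under AAI (-1.71 to -1.54), in 18 each. The level of long against short genes between siB and SCR cells under AAI stayed between 0.11 and 0.30 in 13 alternatives, in a design whose smallest p is 0.1. Where no cause is named in what follows, the cause was not tested.

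With genes at a mean CPM of at least 5, which tests fewer genes, AAI in SCR cells raised 474 and lowered 250 genes, AAI in siB cells raised 882, and siB against SCR under AAI raised 134. In the same genes the short share difference in siB cells was -13.3 points, the siB response was 94.2% of the SCR response, and 57.6% of the SCR-called genes moved back. Median-ratio size factors gave 698 lowered genes in SCR cells, and turned the short share difference in siB cells to 1.76 points (Fisher's exact p 0.383). That difference was -4.31 points with short as the lowest part of the spans by tertile, -5.14 with no fold limit and -10.3 without genes under a mean CPM of 1 in the DMSO libraries, with a range of p over 21 alternatives of 1.8e-08 to 1.0. With no fold limit, which admits smaller changes by construction, there were 4535 raised and 3259 lowered genes for AAI in siB cells, and 820 raised and 567 lowered for siB against SCR under AAI. The fit over all 4 groups called 5 raised genes and 1 lowered gene for siB against SCR in DMSO, and POLR2A at -1.01 with an adjusted p of 0.0271. Without AC010970.2 the median of p53 target genes between siB and SCR cells under AAI was -0.014 (adjusted p 0.789, range over 17 alternatives 0.448 to 0.910). Under fry, lists with medians of -0.12 (G2/M, AAI in SCR cells), -0.15 (S phase, siB against SCR under AAI) and -0.20 (G2/M, siB against SCR under AAI) were past the threshold no longer. The siB response was 146% of the SCR response over genes called in siB cells. With GC content and transcript length removed, the effect of AAI on long against short genes was -0.28 (exact permutation p 0.005).

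The interaction gave 46 genes with a pseudocount of 0.1, 625 with no filter, 0 at a mean CPM of at least 5, 0 with voom and 389 with the replicate block. The numbers were not taken to pair the siB AAI with the siB DMSO libraries (correlations 0.210, 0.0259 and 0.195) or the siB DMSO with the SCR DMSO libraries (0.726, 0.587 and -0.193). For those comparisons the block gave 2083 raised and 867 lowered genes with AAI in siB cells, and 0 genes for siB against SCR in DMSO. With AAI in SCR cells, where the numbers were taken to pair, the block gave 1378 raised and 539 lowered genes, against 1100 and 389 without it. Where the numbers paired the libraries, the block brought CDKN1A with AAI in SCR cells (adjusted p 0.0413) and KLF6, IL6 and VIM between siB and SCR cells under AAI past an adjusted p of 0.05, and proximal tubule genes between siB and SCR cells under AAI past it under camera (0.0379). It changed no other call of the single genes tested here, or of a list.

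Leaving out each library in turn, with and without the filter on those left, gave 158 (without SCR AAI replicate 3) to 1235 raised and 30 (without SCR AAI replicate 2) to 749 (without SCR DMSO replicate 2) lowered genes for AAI in SCR cells, 965 (without siB AAI replicate 1) to 2420 raised genes for AAI in siB cells, and 144 to 597 raised and 44 to 164 lowered genes for siB against SCR under AAI, with the lower counts without SCR AAI replicate 3 and the higher ones without SCR AAI replicate 1. The interaction gave 8 (without siB AAI replicate 1 or 3) to 1010 genes (without SCR DMSO replicate 2). POLR2A rose by 1.25 to 1.37 in SCR cells. The short share difference ran from 4.96 (without SCR AAI replicate 1) to 42.2 points (without SCR DMSO replicate 2) in SCR cells and from -11.6 (without siB DMSO replicate 1) to 5.18 points (without siB DMSO replicate 3) in siB cells. With AAI in SCR cells, medians ran from 0.18 to 0.69 for S phase genes and from -0.60 to 0.10 for G2/M genes, and KLF6 from -0.32 to 0.16. Between siB and SCR cells under AAI, medians ran from -0.37 to -0.050 for S phase, from -0.37 to -0.10 for G2/M and from -0.15 to 0.11 for p53 target genes, IL6 from -1.91 to 0.14 and CDKN1A from -0.072 to 0.065. Long against short genes ran from -0.40 (without SCR DMSO replicate 2) to -0.17. The siB response ran from 91.1 to 108% of the SCR response, and the share moved back from 42.4 to 64.4%. Without an AAI library the filter, asking for 3 libraries, no longer tested genes near 0 in the other group, which accounted for most of the lower counts of raised genes for AAI against DMSO: without SCR AAI replicate 3, 158 were raised with the filter and 757 over the genes tested with all libraries. It did not account for the 144 genes raised between siB and SCR cells without that library. Fewer libraries also lower the power by construction, yet some counts rose. They did so without SCR DMSO replicate 1 or 2, siB DMSO replicate 1, SCR AAI replicate 1 or any of the siB AAI replicates. Without siB AAI replicates 2 and 3 in turn, the unfiltered repeats gave 2179 and 2229 genes raised by AAI in siB cells, against 2080. The cause of these higher counts was not tested. Where both groups of a gene lay at or under 3 reads, depth left no fold to report.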

Other observations

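The tests in this part on the first principal component, on siB against SCR in both treatments, on genomic DNA near expressed genes, on GC content and length in SCR DMSO replicate 2, and on GC content and length in long genes were chosen only after the result was seen. In each pairwise comparison the real grouping was set against the other groupings of its 6 libraries. For AAI in SCR cells, AAI in siB cells and siB against SCR under AAI, 1 of the 10 splits, the real one, gave as many called genes, and the highest counts of another split were 0, 0 and 1. For siB against SCR in DMSO, all 10 splits gave 0 called genes. With 10 splits no share under 0.1 can be had, so the splits alone decide nothing. For the response to AAI other values argued against grouping by chance. Of 1463 genes called in SCR cells and tested in siB cells, 1458 had the same sign there, in fits that shared no library, and along the first principal component the AAI libraries lay apart from the DMSO libraries (exact permutation p 0.005 over 400 arrangements within each siRNA, the smallest possible). For siB against SCR, POLR2A, the target of the knockdown, did not overlap between siB and SCR libraries under AAI or in DMSO (log2 difference over both -1.31, exact permutation p 0.005 over 400 arrangements, the smallest possible), which argued against grouping by chance for the target. Of the other 547 genes called under AAI, 214 were tested in DMSO, and 144 (67.3%) had the same sign there, a share that 5 of the 20 arrangements of the DMSO libraries reached. An effect of the knockdown under AAI need not appear in DMSO, so this share cannot decide the question. For these other genes grouping by chance stays open. Among the 4 splits that part all same-numbered pairs, the real one alone gave as many in the first 3 comparisons.

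Genes with almost no reads in DMSO rose where they lay past the end of an expressed gene. Of the 1100 genes raised by AAI in SCR cells, 309 (28.1%) were protein-coding genes with a mean under 0.5 CPM in the DMSO libraries. Of these, 47.2% lay within 10 kb and 66.3% within 30 kb past the end of an expressed gene on the same strand, against 3.89% and 10.7% of such genes that were not raised. In siB cells 635 of the 2080 raised genes were of this kind, 31.8% and 54.2% of them so placed, against 3.003% and 8.60%. The mean rise in SCR and siB cells was 1.22 and 1.65 (log2) for 195 genes past the end of a same-strand gene, 0.56 and 0.93 for 263 past the end of an opposite-strand gene, 0.14 and 0.42 for 278 whose expressed neighbour ran away from them, and 0.02 and 0.10 for 2211 with no expressed gene within 100 kb.

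The tables argued against several technical explanations of this rise. Genomic DNA or open chromatin near expressed genes would raise both orientations alike, yet the rise past a same-strand gene was 1.15 larger than where the neighbour ran away (exact permutation p 0.005, the smallest possible). Depth did not remove it, as the rise was 1.44 with every library thinned to the lowest total. Neither did median-ratio size factors, with which it was 1.38. Reads counted without regard to strand may carry part of it, since genes past the end of an opposite-strand gene rose by 0.46 more than those whose neighbour ran away (exact permutation p 0.005). Transcription running past the end of the expressed gene in AAI-treated cells is a candidate explanation that stays open. Across the 195 genes, which are not independent replicates, the rise went with the level of the neighbour (Spearman's rho 0.307, permutation p 3.0e-05, adjusted 6.0e-05 over 2 relations). Within 10 kb it showed no relation to the distance (rho -0.08, permutation p 0.242, adjusted 0.242). Over all genes with almost no reads in DMSO, grouped by distance past a same-strand gene, the mean rise fell from 1.23 up to 10 kb (303 genes) to 0.52 from 10 to 30 kb (362 genes), 0.17 from 30 to 100 kb (653 genes) and 0.06 beyond (3740 genes) in SCR cells, and in the same order 1.64, 1.09, 0.51 and 0.20 in siB cells. The explanation called for such a fall. The fall restates the nearness of raised genes to expressed genes given above and was not tested, so it is no separate evidence for the explanation. Expression of these genes from their own start sites stays open as well, as untested.

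Genes with almost no reads in DMSO were higher in siB AAI than in SCR AAI libraries. Over 5530 such genes the difference was 0.21 (exact permutation p 0.1, the smallest possible). It was 0.21 with every library thinned to the lowest total and 0.20 with median-ratio size factors. This argued against depth and against the choice between these scalings. Both scalings are relative to the other genes of a library, so a change in total RNA per cell was not tested. Genomic DNA in the siB AAI libraries would reach genes far from expressed ones evenly, yet 46.2% of those genes had a read in the thinned siB AAI libraries, against 89.0% for an even spread of their reads and 39.5% in SCR AAI libraries. An effect of the knockdown stays open.

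SCR DMSO replicate 2 lay apart from the other libraries. The SD of its deviation from its group mean over 13890 genes was 0.57, against 0.14 to 0.43 in the other libraries, and it was 0.57 when thinned to the lowest total, so that depth does not account for it. GC content and transcript length explained 52.1% of its deviation, against 0.765 to 45.2% in the other libraries, so a library preparation difference of that kind may account for part of it. No biological explanation was tested.

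Long genes were lower against short genes with AAI. GC content and transcript length bias would remove this when taken out, yet the difference was -0.28 (exact permutation p 0.005). Short genes of almost no reads in DMSO that rose with AAI would carry it, yet it was -0.27 (exact permutation p 0.005) over genes with a mean CPM of at least 1 in the DMSO libraries, GC content and length being taken out as well. Before these were taken out the difference over all 12 libraries was -0.26 (exact permutation p 0.17). A change of transcription with AAI that depends on gene length therefore stays open as a hypothesis, found and tested on the same libraries.

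The share of medium or long genes among genes lowered by AAI in SCR cells was 51.9%. That is lower than the values quoted from the study above, which came from other samples. Of the genes tested here, 52.1% were medium or long. The study reported that most genes specific to normal PT-S3 clusters were medium or long. Without SCR DMSO replicate 2 there were 724 lowered genes instead of 389, and the short share difference was 42.0 points instead of 21.2. The share of 51.9% may therefore depend on that library.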
